# Deficiency of Lipin2 Results in Enhanced NF-κB Signaling and Osteoclast Formation in RAW-D Murine Macrophages

**DOI:** 10.3390/ijms22062893

**Published:** 2021-03-12

**Authors:** Asami Watahiki, Seira Hoshikawa, Mitsuki Chiba, Hiroshi Egusa, Satoshi Fukumoto, Hiroyuki Inuzuka

**Keywords:** lipin2, Majeed syndrome, macrophage, autoinflammatory bone disorder, inflammation, osteoclastogenesis

## Abstract

Lipin2 is a phosphatidate phosphatase that plays critical roles in fat homeostasis. Alterations in *Lpin2*, which encodes lipin2, cause the autoinflammatory bone disorder Majeed syndrome. Lipin2 limits lipopolysaccharide (LPS)-induced inflammatory responses in macrophages. However, little is known about the precise molecular mechanisms underlying its anti-inflammatory function. In this study, we attempted to elucidate the molecular link between the loss of lipin2 function and autoinflammatory bone disorder. Using a *Lpin2* knockout murine macrophage cell line, we showed that lipin2 deficiency enhances innate immune responses to LPS stimulation through excessive activation of the NF-κB signaling pathway, partly because of TAK1 signaling upregulation. Lipin2 depletion also enhanced RANKL-mediated osteoclastogenesis and osteoclastic resorption activity accompanied by NFATc1 dephosphorylation and increased nuclear accumulation. These results suggest that lipin2 suppresses the development of autoinflammatory bone disorder by fine-tuning proinflammatory responses and osteoclastogenesis in macrophages. Therefore, this study provides insights into the molecular pathogenesis of monogenic autoinflammatory bone disorders and presents a potential therapeutic intervention.

## 1. Introduction

Alterations in human *Lpin2* cause Majeed syndrome, a rare inherited autosomal recessive autoinflammatory bone disorder that is characterized by early onset chronic multifocal osteomyelitis, neutrophilic skin inflammation, and dyserythropoietic anemia [1,2,3,4,5]. Patients with a monogenic form of this disorder present with poor prognosis; however, IL-1β blockade has showed promising clinical outcomes [6]. *Lpin2* encodes lipin2, a member of the lipin1–3 protein family. Lipins are phosphatidic acid phosphatases (PAPs) that are critical for fine-tuning cellular lipid metabolism [7,8]. The mechanisms by which loss-of-function *Lpin2* mutations contribute to autoinflammatory bone disorder development are largely unknown.

Toll-like receptors (TLRs) are a family of pattern recognition receptors (PRRs) that are critical for proper innate immune responses. Among the 10 TLRs in humans, TLR2/4 are activated by lipopolysaccharides (LPS) to transmit downstream signaling, such as the NF-κB and MAP kinase pathways, to elicit proinflammatory transcription [9,10]. Notably, recent findings link lipin2 function to innate immunity and inflammation and are consistent with the pathophysiological conditions in Majeed syndrome [8,11]. *Lpin2* deficiency in murine and human macrophages augmented the proinflammatory cytokines IL-1β and TNFα [12,13]. Lipin2-deficient macrophages displayed enhanced MAP kinase and P2X7 signaling pathway activation and NLRP3 inflammasome formation in response to LPS and ATP stimulation [12]. *Lpin2* knockout mice exhibited elevated serum IL-1β and TNFα levels and upregulated hepatic and splenic proinflammatory transcripts in response to a high intraperitoneal LPS dose [12]. These data suggest that lipin2 constrains proinflammatory responses in vitro and in vivo. However, the molecular mechanisms by which lipin2 modulates cellular inflammatory signaling have not been clarified.

Monogenic *Lpin2* mutation causes familial chronic multifocal osteomyelitis and osteolytic foci that are characteristic of Majeed syndrome [14,15]. Notably, a very recent study has reported enhanced osteoclastogenesis in monocyte-derived M2-like macrophages from a patient with Majeed syndrome [16]. In this study, we aimed to determine the molecular link between loss of lipin2 function and autoinflammatory bone disorder pathophysiology. Our findings may advance the understanding of the molecular pathogenesis and therapeutic intervention for *Lpin2*-mutation and other monogenic autoinflammatory bone disorders.

## 2. Results

### 2.1. Lipin2 Deficiency Enhances Proinflammatory Responses in Macrophages by Modulating Inflammatory Transcription

To determine the physiological role of lipin2 in regulating macrophage proinflammatory and osteoclastic signaling, we knocked out *Lpin2* in murine macrophage RAW-D cells, a RAW264.7 subclone with a higher potential to differentiate into osteoclasts [17,18]. We treated the control and the *Lpin2* knockout cells with LPS and compared their responsiveness to proinflammatory stimulation. As shown in a previous study [12], marked IL-1β protein induction was observed in the *Lpin2* knockout cells following LPS stimulation (Figure 1A). We then investigated the role of lipin2 in LPS-elicited proinflammatory transcription. We conducted a microarray expression analysis using LPS-treated or untreated *Lpin2* knockout and control RAW-D cells. 

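Total RNA of 6 RAW-D cultures was measured on 6 mouse Clariom S arrays, 1 array per culture. The cultures were WT cells and the Lpin2 KO clones #1 and #2, each untreated or treated with LPS, a component of the bacterial outer membrane that TLR4 senses, at 200 ng/mL for 4 h. WT cells therefore have 1 array per treatment and KO cells have 2, and this number of arrays limits the precision of every comparison. The authors summarized the probes by RMA to log2 signals, which ran from 2.32 to 18.56. The label of the untreated WT array names a gene-level summary and the labels of the other 5 arrays an exon-level summary. After 1 probe set was kept per gene, 19505 named genes were compared with limma, with 1 mean for each combination of genotype and treatment and an adjusted p under 0.05 over all genes as the threshold. The spread came from the differences between the 2 clones (2 residual degrees of freedom), and a WT array was assumed to vary as a KO clone does. An exact permutation test of 1 array against 2 cannot give a p under 0.333. A signal was called dim when it lay under the 95th percentile of the negative control probes of its array (9.12 to 9.45); from 28.7% to 31.4% of genes exceeded it. Where a gene was dim in 1 of the groups compared, its difference is given as a lower bound against that percentile. The adjusted p beside such a bound tests the difference between the signals as measured, dim ones included, and not the bound. Where KO cells were the higher group, the bound is that of the mean of the 2 clones and need not hold for each. Lpin2, the targeted gene, had log2 signals of 7.21 in untreated WT cells, 7.97 and 8.42 in untreated clones #1 and #2, 6.84 in WT cells with LPS, and 7.52 and 7.98 in clones #1 and #2 with LPS. It was dim on all 6 arrays, so its signal cannot be used to check the genotypes. KO cells had the higher values (adjusted p = 0.123 with LPS and 0.144 untreated), and with the clone as a block these passed the test (0.0342 and 0.0435). For KO against WT, the block takes the difference between the clones out of the error, so its p does not cover variation between clones.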

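With LPS, some cytokines and chemokines and most interferon-stimulated genes measured had more mRNA in KO cells than in WT cells. Il1b, which encodes IL-1β, had a log2 signal of 16.75 ± 0.03 (SD, n = 2 clones) in KO cells and 11.02 on the WT array, a difference of 5.73 (standard error 0.67, adjusted p = 0.00514). Il1a, which encodes IL-1α, differed by 7.37 (standard error 0.29, adjusted p = 0.000485). The WT array with LPS itself differed over 2-fold from the untreated WT array in 144 genes. Of 28 measured proinflammatory cytokines, 10 were higher and 1 lower (15 and 1 when adjusted over the list alone, 17 and 1 with the clone as a block). Il27, Il33 and Il15 were dim in WT cells, and KO cells exceeded them at least 39.0-fold (adjusted p = 0.000735), at least 16.7-fold (adjusted p = 0.000606) and at least 13.8-fold (adjusted p = 0.00309). The cytokine that was lower was Lta, which encodes lymphotoxin-α, and its difference was -4.39 (standard error 0.69, adjusted p = 0.0140). Of 29 chemokines, 14 were higher and 0 lower (16 and 0 when adjusted over the list alone). Ccl5 and Ccl22, which attract T cells, exceeded the WT array at least 242-fold (adjusted p = 0.000226) and at least 82.7-fold (adjusted p = 0.000226). The neutrophil attractant Cxcl3 exceeded it at least 28.2-fold (adjusted p = 0.000226), and Cxcl11 at least 3.48-fold (adjusted p = 0.0214). Of 56 interferon-stimulated genes, 41 were higher and 0 lower (53 and 0 when adjusted over the list alone). Their median log2 difference was 5.68, or 3.55 with the 36 genes that were dim in 1 group set to their bound and the 2 that were dim in both set to 0. On the arrays with LPS, clone #1 had the higher signal of the 2 clones for 55 of them, by a median of 1.28. Antiviral Ifit3, Ifit3b and Ifit1 were higher in KO cells at least 94.0-fold (adjusted p = 0.00212), at least 69.3-fold (adjusted p = 0.00326) and at least 39.9-fold (adjusted p = 0.00179), and Trim30a, a regulator of TLR signaling, at least 21.2-fold (adjusted p = 0.00985). Of the genes that passed, 1 cytokine, 2 chemokines and 1 interferon-stimulated gene were dim in both groups, as were 17 of the 29 chemokines overall. By limma's camera test, cytokines, chemokines and interferon-stimulated genes were shifted up against the other genes with adjusted p = 1.12e-09, 1.76e-11 and 2.27e-29. None of the 3 passed with an estimated correlation (adjusted p = 0.169, 0.169 and 0.247 with an estimated correlation). That form of the test has only the 2 residual degrees of freedom of the fit.

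**Figure D1:**
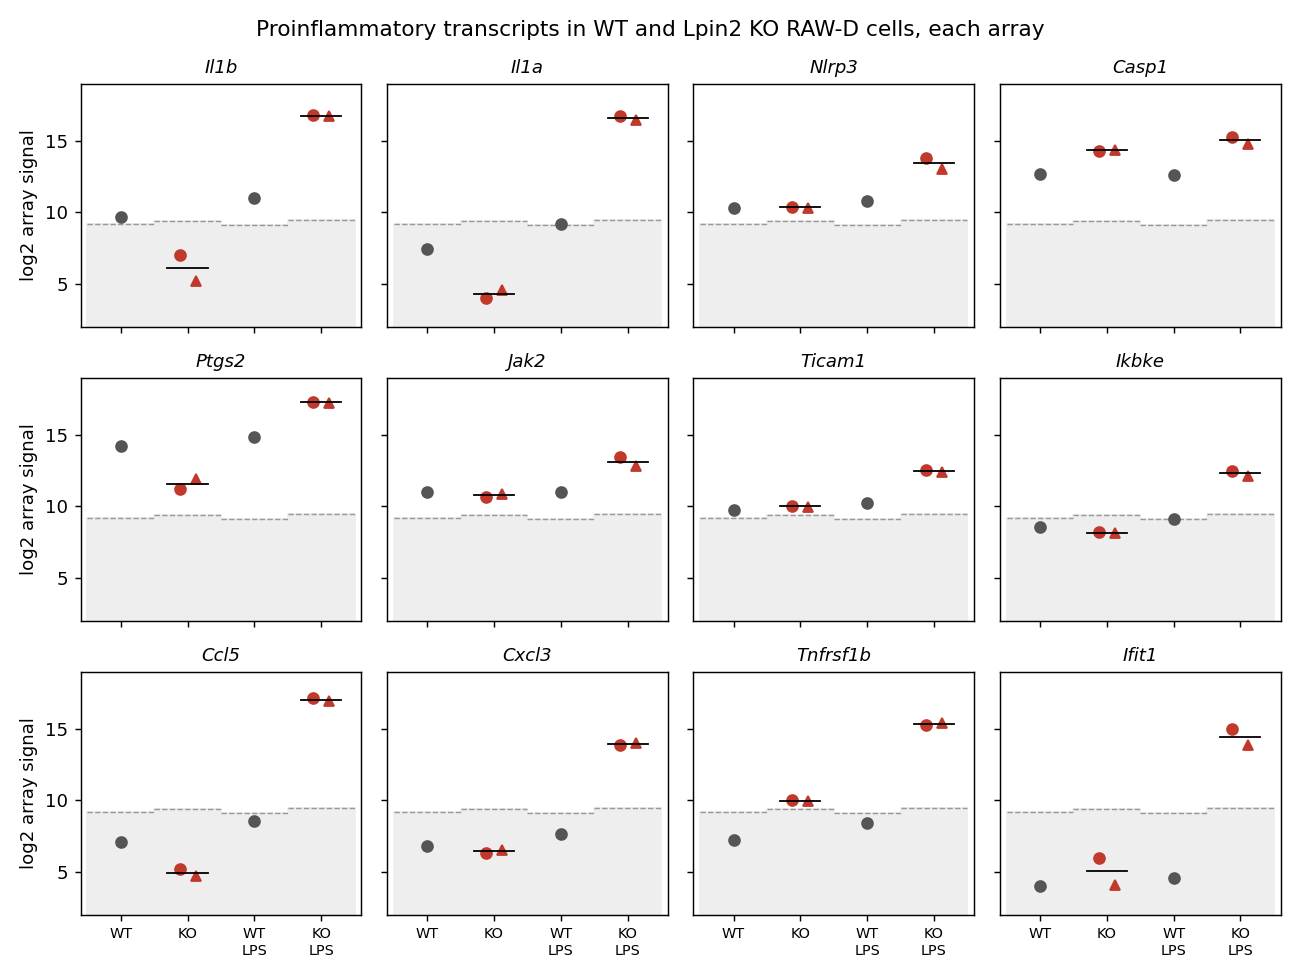
Log2 array signal of 12 genes on each array: WT (gray circles), KO clone #1 (red circles) and clone #2 (red triangles), untreated and with LPS; black lines mark the means of the 2 clones, and the gray area lies under the 95th percentile of negative controls (mean of the arrays of a group). With LPS both clones lie above the WT array for all 12 genes, for Il1b at 16.77 and 16.73 against 11.02.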

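Genes that sense danger signals and dampen inflammation differed too. Of 29 genes of inflammasomes and pyroptosis, 13 were higher and 1 lower (19 and 2 when adjusted over the list alone, 15 and 2 with the clone as a block). The inflammasome sensor Nlrp3 was higher in KO cells by 2.63 (standard error 0.33, adjusted p = 0.00638), the protease Casp1 by 2.43 (standard error 0.26, adjusted p = 0.00414) and Casp4, which senses intracellular LPS, by 4.56 (standard error 0.40, adjusted p = 0.00216). Txnip, which binds thioredoxin, differed by -0.97 (standard error 0.21, adjusted p = 0.0371). Of 30 feedback inhibitors of TLR signaling, 13 were higher and 0 lower (17 and 3 when adjusted over the list alone, 15 and 1 with the clone as a block). They include Tnfaip3, an inhibitor of NF-κB, with a difference of 4.11 (standard error 0.26, adjusted p = 0.00107), the cytokine signaling suppressor Socs3 with 4.36 (standard error 0.21, adjusted p = 0.000606), and Il10, at least 6.58-fold (adjusted p = 0.000606) higher. Of 20 genes of prostaglandin and nitric oxide synthesis, 7 were higher and 0 lower (7 and 0 when adjusted over the list alone). Ptgs2, the inducible cyclooxygenase, was higher by 2.44 (standard error 0.30, adjusted p = 0.00586) and the prostaglandin E synthase Ptges by 3.31 (standard error 0.64, adjusted p = 0.0278). Of 29 genes of antigen presentation and co-stimulation, 11 were higher and 2 lower (13 and 2 when adjusted over the list alone). The peptide transporter Tap1 was higher by 4.54 (standard error 0.53, adjusted p = 0.00529) and the co-stimulatory receptor Cd40 at least 14.4-fold (adjusted p = 0.00777), while the co-stimulatory ligand Cd80 was lower, with a log2 difference of -2.70 (adjusted p = 0.0164). The other gene that was lower, the actin-bundling Fscn1, was dim in both groups (adjusted p = 0.0370). Of the genes that passed in these 4 lists, 2, 1, 4 and 3 were dim in both groups. The camera test gave adjusted p = 1.35e-08, 1.20e-08, 0.0442 and 1.06e-05 for these 4 lists in the order given, and 0.169, 0.169, 0.247 and 0.247 (adjusted p) with an estimated correlation.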

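Every one of the 32 measured cell cycle genes was lower in KO cells with LPS than in WT cells with LPS (32 when adjusted over the list alone), and 1 of them was dim in both groups. Rrm2, a subunit of ribonucleotide reductase, differed by -4.69 (standard error 0.47, adjusted p = 0.00312), cyclin A2 (Ccna2) by -4.13 (standard error 0.39, adjusted p = 0.00271) and the replication helicase subunit Mcm2 by -3.86 (standard error 0.29, adjusted p = 0.00138). The list's median was -2.93, or -2.69 with dim genes at their bound, and its camera adjusted p was 5.30e-31 (adjusted p = 0.181 with an estimated correlation). Over all genes, 902 were higher in KO cells with LPS and 1299 lower. The 12 largest differences up were Trim30a, Serpinb2, Ifit1, Ccl22, the matrix protein gene Tnc, Ifit3b, Ifi211, Ccl5, Ifit3, Cmpk2, Il27 and Ccrl2, all dim in WT cells. Among them, the protease inhibitor Serpinb2 was at least 99.5-fold (adjusted p = 0.000226) higher, the interferon-stimulated Ifi211 and Cmpk2 at least 129-fold (adjusted p = 0.00546) and at least 32.0-fold (adjusted p = 0.0127), and the chemerin receptor Ccrl2 at least 10.2-fold (adjusted p = 0.00112). These bounds are for the mean of the 2 clones and need not hold for each. Without a bound, the log2 difference ranged from 6.76 to 9.74 for Cmpk2 and from 7.38 to 8.78 for Ccrl2. The range is over 14 alternative settings, some of which leave out a clone. The 12 largest differences down include 4 histone genes, of which H3c8 differed by -5.26 (standard error 0.31, adjusted p = 0.000938) and the linker histones H1f1, H1f5 and H1f3 were dim in KO cells, at least 15.3-fold (adjusted p = 0.000606), at least 13.0-fold (adjusted p = 0.000541) and at least 4.13-fold (adjusted p = 0.000809) lower. The other 8 were also dim in KO cells: Prxl2a was at least 12.9-fold (adjusted p = 0.000363) lower, Baiap2l1 at least 9.95-fold (adjusted p = 0.00406), Dmwd at least 6.88-fold (adjusted p = 0.000606), the carbonic anhydrase Car12 at least 5.8-fold (adjusted p = 0.00114), the neurofilament protein Ina at least 4.25-fold (adjusted p = 0.00123), the protease Klk8 at least 2.85-fold (adjusted p = 0.000226), the semaphorin Sema3e at least 2.06-fold (adjusted p = 0.000250) and the bromodomain protein Brdt at least 1.78-fold (adjusted p = 0.000606).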

Scatterplots and heatmaps showed upregulated proinflammatory transcripts in response to LPS in *Lpin2* knockout cells (Figure 1B,C). 

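Lists of pattern recognition receptors, TLR signaling, NF-κB and p38 MAP kinase genes, fixed from textbook knowledge to stand in for the pathways of IPA, held many genes that were higher in KO cells with LPS. Of 37 pattern recognition receptors, 22 were higher and 0 lower (29 and 0 when adjusted over the list alone). The endosomal receptor of single-stranded RNA, Tlr7, differed by 2.51 (standard error 0.33, adjusted p = 0.00773). It was higher in untreated KO cells as well, by a log2 of 3.27 to 3.57 over 14 alternative settings. The cytosolic RNA sensor Ddx58 was dim in WT cells and at least 53.5-fold (adjusted p = 0.00696) higher, the double-stranded RNA receptor Tlr3 at least 8.11-fold (adjusted p = 0.0164) and the peptidoglycan sensor Nod2 at least 1.73-fold (adjusted p = 0.00107). Of 50 genes of TLR signaling, 17 were higher and 2 lower (30 and 4 when adjusted over the list alone). Ticam1, the adaptor of TLR3 and TLR4, differed by 2.24 (standard error 0.20, adjusted p = 0.00216), and the kinase Ikbke by 3.19 (standard error 0.21, adjusted p = 0.00113). The AP-1 subunit Jun was dim in KO cells and lower at least 1.05-fold (adjusted p = 0.00667), and the kinase Map2k6 was lower but dim in both groups (adjusted p = 0.0118). Of 48 NF-κB pathway components, 23 were higher and 3 lower (30 and 4 when adjusted over the list alone). The TNF receptor Tnfrsf1b was at least 75.0-fold (adjusted p = 0.000226) higher, and the receptor adaptor Traf1 differed by 2.63 (standard error 0.38, adjusted p = 0.0109). The deubiquitinase Otulin and the RANK gene Tnfrsf11a were lower, with log2 differences of -0.95 and -0.91 (adjusted p = 0.0446 and 0.0400), as was the kinase Map3k3, at least 1.54-fold (adjusted p = 0.0499). Of 47 genes of p38 MAP kinase signaling, 16 were higher and 4 lower (22 and 5 when adjusted over the list alone). The p38 substrate Mapkapk2 was at least 9.01-fold (adjusted p = 0.00113) higher and the IL-1 receptor antagonist Il1rn differed by 6.39 (standard error 0.29, adjusted p = 0.000606), while the p38 or ERK substrate kinases Mknk2 and Rps6ka5 were dim in KO cells and lower at least 2.53-fold (adjusted p = 0.00220) and at least 1.02-fold (adjusted p = 0.00355). Map2k6 and the p38 kinase Mapk13 (adjusted p = 0.0409) were lower as well. Of the genes that passed in these 4 lists, 1, 2, 2 and 4 were dim in both groups.

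**Figure D2:**
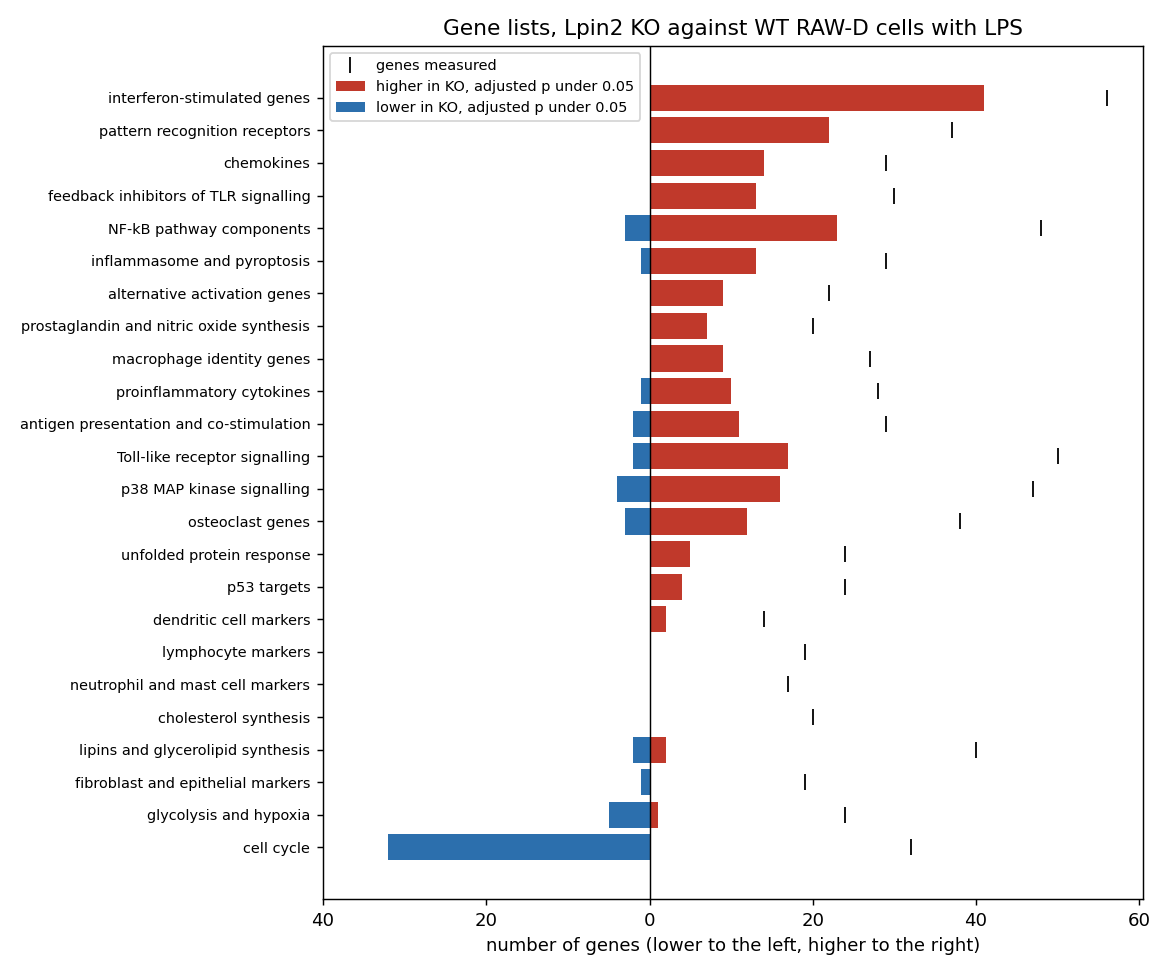
Number of genes of each of the 24 lists that were higher (red, to the right) or lower (blue, to the left) in KO cells than in WT cells with LPS at an adjusted p under 0.05; the ticks mark the number of genes measured. Interferon-stimulated genes have 41 of 56 genes to the right and cell cycle genes 32 of 32 to the left.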

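By the fold change rule alone, each of the 4 pathway lists held more genes over 2-fold higher in KO cells than a random draw of measured genes would. For pattern recognition receptors the count was 26 against 2.00 expected (adjusted p = 4.60e-24), by a one-sided Fisher's exact test adjusted over the 24 lists. For TLR signaling it was 22 against 2.70 expected (adjusted p = 1.02e-14), for NF-κB components 22 against 2.59 expected (adjusted p = 4.37e-15) and for p38 MAP kinase signaling 17 against 2.53 expected (adjusted p = 3.45e-10). Genes of a list are not independent of each other, so these p describe the present arrays. Several genes belong to more than 1 of the lists, such as Il1b, which is in TLR signaling and p38 MAP kinase signaling. Over the 24 lists, 16 held more such genes than expected at an adjusted p under 0.05, the largest excess being that of interferon-stimulated genes with 54 against 3.02 expected (adjusted p = 2.98e-65). The camera test gave adjusted p = 1.07e-17, 9.31e-09, 3.91e-13 and 1.93e-05 for the 4 pathway lists in the same order. With an estimated correlation none passed (adjusted p = 0.169, 0.197, 0.181 and 0.169 with an estimated correlation). That form of the test has only the 2 residual degrees of freedom of the fit. The loss alone does not show correlated genes, since for p38 signaling the estimate was -0.0056, under the preset 0.01.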

Qiagen ingenuity pathway analysis (IPA) of differentially expressed genes (DEGs) (fold change > 2) in *Lpin2* knockout cells identified PRRs, TLRs, NF-κB, and p38 MAP kinase signaling (Figure 1D). These data indicate that lipin2 deficiency promotes macrophage proinflammatory responses.

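LPS changed far more transcripts in KO cells than on the WT arrays. In KO cells the T cell attractant Ccl22 and the neutrophil attractant Cxcl2 were dim without LPS and rose at least 68.2-fold (adjusted p = 1.99e-05) and at least 312-fold (adjusted p = 1.13e-05), Il1a at least 146-fold (adjusted p = 1.65e-05), the growth factor Csf3 at least 80.2-fold (adjusted p = 1.65e-05) and Serpinb2 at least 82.1-fold (adjusted p = 2.10e-05). In WT cells the log2 change was 2.48 for Cxcl2 and 2.93 for Acod1, which makes itaconate (standard errors 0.22 and 0.21, adjusted p = 0.328 and 0.239), and neither passed the test. Over all genes, 1334 rose and 1912 fell with LPS in KO cells. The total of 3246 was 1536 without untreated clone #1 and 1485 without untreated clone #2. Among the largest falls were the histones H3c8 and H2ac8, with log2 changes of -5.04 and -4.80 (adjusted p = 0.000294 and 0.000316). In WT cells limma called 0 genes, from 1 array per treatment; 658 genes had an unadjusted p under 0.05, and limma with an intensity trend called 1, or 2 when also robust. Adjusted over the list alone, Il1a among genes of p38 signaling, Il1a and Csf3 among cytokines, Cxcl2 among chemokines, and Acod1, Socs3, Tnfaip3 and Il1rn among feedback inhibitors rose in WT cells. Tnfrsf1b and Ccl5 also passed over their lists alone, but were dim on both WT arrays. The difference between the 2 responses was tested itself, and 278 genes rose more (or fell less) and 363 fell more (or rose less) in KO cells. The response was larger in KO cells for Ptgs2 with a difference of 5.08 (standard error 0.42, adjusted p = 0.00792) between log2 changes and for Ticam1 with 2.00 (standard error 0.28, adjusted p = 0.0255). Among lists it was larger in KO cells for 8 of 28 cytokines, 8 of 29 chemokines, 17 of 48 NF-κB components and 9 of 56 interferon-stimulated genes (13, 12, 24 and 36 when adjusted over the list alone). With the clone as a block these counts were 13, 10, 18 and 44. Part of the difference for Ptgs2 lies in its lower untreated level in KO cells. Untreated, its log2 difference from WT was -2.96 to -2.32 over 14 alternatives. Cxcl2 and Acod1 also started lower in KO cells, with untreated log2 differences of -5.18 to -5.03 and -3.11 to -2.98 over 14 alternatives. Ccl22 and Il1a did too, at -1.67 to -1.605 and -3.44 to -2.84. Their changes with LPS in KO and WT cells thus start from different levels. The total of 641 was 162 without untreated clone #1, 185 without untreated clone #2, 1175 without LPS-treated clone #2 and 1078 with the clone as a block. The paper concludes that loss of lipin2 promotes proinflammatory responses of macrophages. In this section it draws on higher proinflammatory transcripts of KO cells with LPS, the pathways found among them and the induction of IL-1β protein. Its later sections add immunoblots of NF-κB signaling, an NF-κB reporter assay and inhibitors of IRAK and TAK1.

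**Figure D3:**
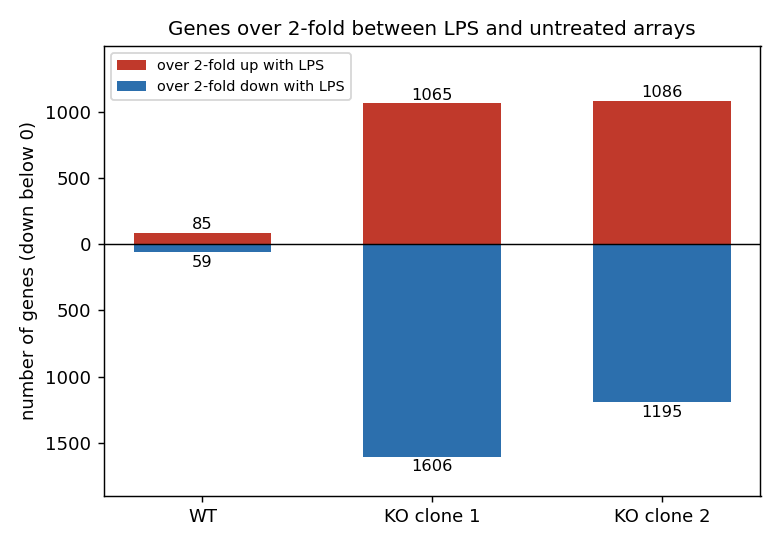
Number of genes over 2-fold higher (red) or lower (blue) with LPS than without it in WT cells and in each KO clone, from 1 array per bar and treatment and without a test. WT cells have 85 and 59 such genes, clone #1 1065 and 1606, and clone #2 1086 and 1195.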

### 2.2. Lpin2 Knockout Enhances the NF-κB Signaling Pathway in RAW-D Cells

To confirm whether lipin2 modulates inflammatory responses via TLR signaling, we assessed the activation status of the TLR4 downstream inflammatory signaling. We observed that *Lpin2* knockout cells showed IκB phosphorylation and downregulation, and accelerated p50 processing, which are NF-κB activation read-outs, while no impact on Akt pathway was observed (Figure 2A). A luciferase reporter assay validated the LPS-mediated NF-κB overactivation in *Lpin2* knockout cells (Figure 2B). We investigated whether the NF-κB signaling pathway was altered in response to accumulation of phosphatidic acid (PA), a lipin2 PAP substrate functioning as a signaling molecule [19]. However, the gross PA level did not markedly differ between *Lpin2* knockout and control cells (Figure 2C).

### 2.3. Elevated IRAK Signaling Induces Downstream Pathways in Lpin2 Knockout Macrophages

Our IPA and western blotting results demonstrated that lipin2 is vital to the TLR4 downstream signaling pathways (Figure 1 andFigure 2). 

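Among transcripts of the TLR4 pathway, some were higher in KO cells than in WT cells with LPS and others did not pass the test. The adaptor Myd88 was higher in KO cells by 1.56 (standard error 0.22, adjusted p = 0.00985), and the receptor Tlr2 by 1.14 (standard error 0.19, adjusted p = 0.0158). Tlr2 was also higher in untreated KO cells, by a log2 of 1.03 to 1.15 over 14 other settings. Its LPS response did not pass the test of the difference between KO and WT cells. Tlr4 differed by 0.58 (standard error 0.20, adjusted p = 0.141), which did not pass the test; untreated it was higher in KO cells (WT minus KO -3.20 on the log2 scale, adjusted p = 0.00206), and it fell more with LPS in KO cells, by a difference of -2.62 (standard error 0.28, adjusted p = 0.0129) between log2 changes. The cytokine Tnf, a target of the pathway, was higher by 1.09 (standard error 0.19, adjusted p = 0.0182), a call lost in 4 of 14 other settings. Downstream of MyD88, the log2 difference was 0.11 for the kinase TAK1 (Map3k7), 0.65 for its partner Tab2, 0.06 for the NF-κB subunit p65 (Rela) and 0.87 for IκBα (Nfkbia), with standard errors of 0.18, 0.18, 0.19 and 0.22. None of these 4 passed the test (adjusted p = 0.782, 0.0871, 0.897 and 0.0657), and with the clone as a block Nfkbia did (adjusted p = 0.0423; from 0.0124 to 0.547 over 14 other settings). Traf6 was dim in WT cells and at least 1.28-fold higher, which did not pass the test (adjusted p = 0.231). Ikbkb and Ikbkg, which encode subunits of the IκB kinase, and Tab1 were dim in both groups. Among MAP kinases, the log2 difference was -0.21 for JNK1 (Mapk8), 0.10 for JNK2 (Mapk9) and 0.73 for p38α (Mapk14), and none passed the test (adjusted p = 0.664, 0.853 and 0.0985). The kinase Akt1 was lower, with a difference of -0.93 (standard error 0.20, adjusted p = 0.0388), a call lost in 5 of 14. For Irak1, Irak4, Chuk and Nfkb1, the annotation used names no probe set.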

To explore the underlying mechanism of lipin2 deficiency-induced proinflammatory signaling overactivation, we evaluated TLR-proximal adaptor protein and kinase, MyD88, and IRAK1, which comprise the Myddosome, a signaling complex formed in response to TLR activation [20,21] (Figure 3A). IRAK1 was remarkably upregulated, whereas the levels of TLR4 and MyD88 were unchanged in *Lpin2* knockout cells stimulated by LPS within a short period of 60 min (Figure 3B). IRAK1 accumulation might be regulated by pre- and post-transcriptional control because the induction of the protein level in *Lpin2* knockout cells is greater when compared to two-fold induction of transcription level (Figure 3C). IRAK1 transmits TLR4 signaling downstream by complexing with IRAK4 [22,23]. To test whether the IRAK complex activity results in the overactivation of downstream NF-κB signaling in *Lpin2* knockout cells, we treated *Lpin2* knockout cells with the IRAK inhibitor, IRAK1/4. The inhibitor treatment suppressed the activation of the downstream NF-κB signaling pathway as well as JNK signaling, the activity of which is reported to increase in lipin2-deficient macrophages [12,13] (Figure 3D).

### 2.4. Elevated TAK1 Activity Induces Downstream Signaling in Lpin2 Knockout Macrophages

It was reported that the founding family member lipin1 serves as a scaffold for several cytoplasmic and nuclear signaling molecules to regulate lipid and energy metabolism [24,25,26,27,28,29]. We hypothesized that lipin2 also has a similar ability for proinflammatory signaling control in macrophages. We screened lipin2 interacting proteins by Flag-lipin2 co-immunoprecipitation (IP)/mass spectrometry and identified TAK1 as a potential lipin2 interacting protein (data not shown). The TAK1–TAB complex transduces proinflammatory signaling by activating NF-κB and MAP kinase signaling via IKKβ and MAPKK phosphorylation [30,31] (Figure 3A). We speculated that this signaling complex might be a potential lipin2 target. To confirm the interaction between lipin2 and TAK1, we ectopically co-expressed different HA-tagged protein kinases and Flag-lipin2 in 293T cells and performed a co-IP assay. Lipin2 only interacted with TAK1 (Figure 4A). We also demonstrated endogenous interaction between TAK1 and lipin2 (Figure 4B). TAK1 activity is positively controlled by phosphorylation and K63-linked polyubiquitination [32,33]. Thus, we examined whether lipin2 interaction affects TAK1 polyubiquitination. Lipin2 co-expression markedly impaired TAK1 polyubiquitination (Figure 4C). We observed the phosphorylated active form of TAK1 in LPS-treated *Lpin2* knockout cells (Figure 4D). TAK1 inhibitor treatment suppressed NF-κB signaling as well as JNK activation (Figure 4D).

### 2.5. Lipin2 Deficiency Promotes RANKL-Dependent Osteoclastogenesis and Osteoclastic Resorption Activity in RAW-D Macrophages

*Lpin2* alterations cause multifocal osteomyelitis, and there might be a major link between lipin2 function and the intrinsic osteolytic pathophysiology. Thus, we explored the possibility that lipin2 deficiency promotes osteoclastogenesis in macrophages. *Lpin2* knockout cells displayed higher potential than control cells for RANKL-mediated osteoclast-like multinuclear cell (MNC) formation (Figure 5A,B). *Lpin2* knockout cells showed increased osteoclastic resorption activity (Figure 5C). The transcription levels of the osteoclast markers, *Ctsk* and *Acp5*, were markedly increased in *Lpin2* knockout cells (Figure 5D). These data demonstrate that lipin2 deficiency increases RANKL-dependent formation of osteoclast-like MNCs.

### 2.6. Lipin2 Negatively Regulates NFATc1 Activity

Since MAP kinase and NF-κB signaling play critical roles in osteoclast differentiation [34], we conducted western blot analysis to evaluate their activation status. RANKL stimulation unexpectedly did not induce excessive MAP kinase and NF-κB pathway activation in *Lpin2* knockout cells (Figure 6A). However, we observed impaired NFATc1 phosphorylation in *Lpin2* knockout cells (Figure 6B). NFATc1 is a master transcription regulator of osteoclastogenesis. RANKL stimulation is known to promote calcineurin-mediated NFATc1 dephosphorylation, inducing its nuclear translocation and transactivation activity [35,36,37]. We observed an enhanced RANKL-induced NFATc1 accumulation in the nucleus of *Lpin2* knockout cells (Figure 6C). A previous study demonstrated the physical interaction between lipin1 and NFATc4, which resulted in the suppression of NFATc4 transcriptional activity and downstream proinflammatory cytokine expression [28]. For this reason, we tested whether lipin2 interacts with NFATc1. A co-IP assay with transfected 293T cells demonstrated that lipin2 binds to NFATc1 (Figure 6D).

## 3. Discussion

*Lpin2* alterations cause Majeed syndrome, which is characterized by chronic autoinflammatory multifocal osteomyelitis [3,4,5,6]. Therefore, lipin2 could prevent excessive proinflammatory signal activation. A previous study demonstrated that lipin2 plays a crucial role in limiting p38, ERK, and JNK activities in inflammatory macrophages. Overactivation of these kinases by lipin2 deficiency facilitates excessive *Il1b* mRNA expression and mature IL-1β overproduction [12]. In the present study, we showed that *Lpin2* depletion in a murine macrophage cell line resulted in an elevated NF-κB signaling pathway. Therefore, lipin2 may modulate the TLR4 downstream inflammatory signaling axes, MAP kinase, and NF-κB pathways.

Besides PAP function, lipin1 acts as a scaffold for various signaling molecules, such as PPARα, NFATc4, SREBP1, and ERK1/2 [24,25,27,28]. Lipin2, like lipin1, interacts with PPARα and modifies its transcriptional activity [38]. These foregoing studies suggest that lipin family members are multifunctional in nature. In this study, we demonstrated that lipin2 negatively modulates TAK1 activity. We also found that IRAK1 is upregulated in *Lpin2* knockout cells. Since IRAK1 is an unstable protein subjected to proteasomal degradation [22,39], lipin2 may possibly contribute to this process. However, further investigations are required to elucidate the precise molecular mechanisms through which lipin2 controls the related signaling pathways. In summary, our findings suggest that lipin2 may play a critical role in suppressing NF-κB signaling in part through the TAK1 pathway. Targeting the overactivated signaling might be an efficient therapeutic strategy, and the use of specific inhibitors should be explored for their effectiveness in the treatment of lipin2-deficient autoinflammatory disorder.

A recent study has identified that the disease-associated *Lpin2* mutation is linked to elevated osteoclast formation. M2-like macrophages derived from the patient with Majeed syndrome display enhanced osteoclastogenesis. The macrophages show a proinflammatory phenotype with elevated NFATc1 and phosphorylated JNK levels [16]. Here, we revealed that *Lpin2* knockout in RAW-D macrophages promotes osteoclast-like MNC formation by activating the NFATc1 pathway. These findings may provide evidence of the involvement of lipin2 in bone metabolism. However, one limitation is that *Lpin2* knockout mice lack phenotypes resembling osteomyelitis. Hence, in-depth studies may be necessary to bridge the gap between human pathophysiology and the absence of osteomyelitis phenotype in mice [8]. In this work, we presented a model demonstrating that lipin2 regulates proinflammatory and osteoclastic signaling via upstream modulation of NF-κB and NFATc1 signaling. This research may lay the foundation for elucidating the pathogenesis of monogenic autoinflammatory bone disorders, which may help in the development of novel therapeutic strategies.

## 4. Materials and Methods

### 4.1. Cell Culture

Murine macrophage RAW-D cells are subclones of RAW264.7 and were kindly gifted by Dr. Toshio Kukita [17,18]. The 293T (RRID:CVCL_0063) and HeLa (RRID:CVCL_0030) cells were obtained from the American Type Culture Collection (ATCC; Manassas, VA, USA). The RAW-D cells were cultured in α-MEM (modified Eagle’s medium). The 293T and HeLa cells were cultured in DMEM (Dulbecco’s modified Eagle’s medium). Each medium was supplemented with 10% (*v/v*) fetal bovine serum (FBS), 100 U penicillin, and 100 μg/mL streptomycin. Transfection was performed with polyethylenimine (PEI) [40]. *Lpin2* knockout cells were generated using a previously described method [41]. Briefly, RAW-D cells were transfected with mouse Lipin-2 CRISPR/Cas9 KO and HDR plasmids (Santa Cruz Biotechnology, Dallas, TX, USA). At 48 h after transfection, the cells were selected with 1.5 μg/mL puromycin for 3 d and reseeded for clonal isolation on a 96-well plate. Lipopolysaccharides (LPS-EB: standard LPS from *E. coli* 0111) were purchased from Nacalai Tesque (Kyoto, Japan). Recombinant human sRANKL was procured from Fujifilm Wako (Osaka, Japan). IRAK1/4 (IRAK inhibitor) and 5Z-7-oxozeaenol (TAK1 inhibitor) were obtained from Merck (Darmstadt, Germany).

### 4.2. Antibodies and Plasmids

The anti-Lipin-2 antibody (A303-703A) was purchased from Bethyl Laboratories (Montgomery, TX, USA). Anti-IL-1β (3A6) (12242), anti-phospho-IκBα (S32/36) (5A5) (9246), anti-IκBα (44D4) (4812), anti-Phospho-SAPK/JNK (Thr183/Tyr185) (81E11) (4668), anti-JNK2 (56G8) (9258), Anti-phospho-Akt (ser473) (D9E) (4060), anti-Akt (pan) (40D4) (2920), anti-IRAK1 (D51G7) (4504), anti-MyD88 (D80F5) (4283), anti-TAK1 (D94D7) (4505), anti-phospho-IKKα/β (Ser176/180) (16A6) (2697), anti-IKKβ (D30C6) (8943), and anti-Myc-Tag (71D10) (2278) antibodies were purchased from Cell Signaling Technology (Danvers, MA, USA). Anti-HA (Y-11) (sc-805), anti-NFATc1 (7A6) (sc-7294), anti-Lamin B1 (S-20) (sc-30264), anti-α-Tubulin (TU-02) (sc-8035), and anti-β-Actin (C4) (sc-47778), anti-NF-κB p50 (sc-8414), anti-TLR4 (sc-293072) antibodies, and anti-Tak1 (C-9) antibody agarose conjugated (sc-7967 AC) were purchased from Santa Cruz Biotechnology. Anti-Flag monoclonal (018-22381) antibodies were purchased from Fujifilm Wako. Flag-TAK1 and HA-NFATc1 expression plasmids were constructed by subcloning the appropriate PCR fragments into pcDNA3-Flag and pcDNA3-HA, respectively. HA-BRAF, HA-ERK, and HA-p38 expression plasmids were kindly provided by Dr. Wenyi Wei. pRK6-HA-TAK1 (14753), pRK5-HA-ubiquitin (HA-ub) (17608), and pcDNA-HA-GSK3β (14753) were purchased from Addgene (Watertown, MA, USA). pcDNA-Flag-mouse lipin-2 was a kind gift from Dr. Seung-Hoi Koo. 

### 4.3. Immunoblots and Immunoprecipitation

The cells were lysed in an NP-40 cell lysis buffer (50 mM Tris-Cl [pH 7.5], 120 mM NaCl, and 0.5% (*v/v*) NP-40) supplemented with a cOmplete protease inhibitor cocktail (Sigma-Aldrich Corp., St. Louis, MO, USA) and phosphatase inhibitors (PhosSTOP; Roche Diagnostics, Mannheim, Germany). The lysate protein concentrations were measured with Bio-Rad protein assay dye (Bio-Rad Laboratories, Hercules, CA, USA). Forty micrograms of whole-cell lysate was dissolved in an SDS sample buffer and resolved by SDS-PAGE. For Phos-tag SDS-PAGE, each sample was resolved in an SDS-PAGE gel containing 50 μM Phos-tag (Fujifilm Wako) according to the manufacturer’s instructions. The gels were transferred to polyvinylidene difluoride (PVDF) membranes (Bio-Rad Laboratories), which were then blocked with 5% (*w/v*) nonfat dry milk in Tris-buffered saline with 0.05% (*v/v*) Tween 20 (TBST; pH 8.0) and probed with primary antibodies, as indicated in the figures (1:1000–1:4000 with 5% (*w/v*) nonfat dry milk in TBST). For immunoprecipitation, the cells were harvested in an NP-40 cell lysis buffer containing protease and phosphatase inhibitors. Six hundred microliters (corresponding to 1 mg of cell lysate) were incubated with 8 μL of anti-HA or Flag-tag antibody-conjugated bead slurry or 20 μL of anti-TAK1 antibody-conjugated bead slurry at 4 °C, with gentle rocking for 4 h. The beads were washed 5× with 1 mL of an NP-40 washing buffer (20 mM Tris [pH 8.0], 100 mM NaCl, 1 mM EDTA, and 0.5% (*v/v*) NP-40), resuspended in 50 μL of 2×SDS sample buffer, and heated at 90 °C for 5 min. Each 15 μL of eluate and 60 μg of whole-cell lysate were separated by SDS-PAGE followed by immunoblot analysis with primary antibodies, as indicated and TrueBlot IgG HRP secondary antibodies (Rockland Immunochemicals, Limerick, PA, USA).

### 4.4. RT-PCR and Microarray Expression Analyses

Total RNA was extracted with TRIzol reagent (Thermo Fisher Scientific, Waltham, MA, USA). The reverse transcription (RT) reaction was performed with ReverTra Ace qPCR RT Master Mix (TOYOBO, Osaka, Japan). RT-PCR was performed with SYBR Select Master Mix (Thermo Fisher Scientific). Relative gene expression was calculated by the 2^−ΔΔCt^ method [42]. *Gapdh* normalized the transcript levels. All procedures were performed according to the manufacturers’ instructions. The primers used for the PCR reactions are as follows: mouse *Irak1*, Forward, 5′-CAGAACCACCACAGATCATCATC-3′, Reverse, 5′-AGGCTTCAATTCCAATAGCATCA-3′; mouse *Ctsk*, Forward, 5′-GAAGAAGACTCACCAGAAGCAG-3′, Reverse, 5′-TCCAGGTTATGGGCAGAGATT-3′; mouse *Acp5*, Forward, 5′-CACTCCCACCCTGAGATTTGT-3′, Reverse, 5′-CATCGTCTGCACGGTTCTG-3′; mouse *Gapdh*, Forward, 5′-GGAGCGAGATCCCTCCAAAAT-3′, Reverse, 5′-AGTGATGGCATGGACTGTGGT-3′. For the DNA microarray analysis, total RNA was extracted with the RNeasy mini kit and QIAshredder (Qiagen, Hilden, Germany). RNA quality and microarray expression analyses were conducted by Riken Genesis (Kawasaki, Japan) using mouse Clariom^TM^ S arrays (Affymetrix, Santa Clara, CA, USA). Data were analyzed by Tohoku Kagaku (Sendai, Japan). All microarray data were deposited in the NCBI Gene Expression Omnibus (GEO) database (GSE166741). Pathway analysis was carried out using the ingenuity pathway analysis (IPA) tool (Qiagen).

### 4.5. Osteoclast Formation and Osteoclastic Resorption Activity Assays

Murine macrophage RAW-D cells were cultured with 50 ng/mL RANKL for 3 d to induce osteoclastogenesis. The cells were fixed with 3.7% (*v/v*) formaldehyde, and osteoclast formation was detected by tartrate-resistant acid phosphatase (TRAP) staining. Images were acquired using Vert A1 microscopy and ZEN software (ZEISS, Jena, Germany). TRAP-positive MNCs containing ≥3 nuclei were scored as differentiated osteoclast-like cells. Osteoclastic resorption activity measurement was conducted with a bone resorption assay kit (PG Research, Kodaira, Japan) according to the manufacturer’s instructions. Briefly, RAW-D cells were seeded at 1 × 10^4^/well on a 48-well plate coated with fluoresceinated calcium phosphate and cultured for 3 d in phenol red-free medium containing 100 ng/mL RANKL. Osteoclastic resorption activity was evaluated by measuring the fluorescence intensity of 100 μL of conditioned medium at excitation/emission (Ex/Em) wavelengths of 485/535 nm in a SpectraMax M2e microplate reader (Molecular Devices LLC, San Jose, CA, USA).

### 4.6. Cellular Fractionation

Cells were fractioned according to a previously described protocol [43]. Briefly, 10^7^ RAW-D cells were collected in 1 mL of ice-cold phosphate-buffered saline (PBS), centrifuged at 1000× *g* for 3 min at 4 °C, and the cell pellets were resuspended in 900 μL of ice-cold PBS containing 0.1% (*v/v*) NP-40 plus protease inhibitor. Afterwards, 300 μL of whole-cell lysate fraction was withdrawn, and the remainder was centrifuged at 10,000× *g* for 10 s at 4 °C. After that, 400 μL of supernatant was collected and centrifuged at 10,000× *g* for 10 s at 4 °C, and 200 μL of supernatant (cytosolic fraction) was collected. The pellets (nuclear fraction) obtained after the first spin were washed twice with 1 mL of ice-cold 0.1% (*v/v*) NP40/PBS and dissolved in a 1×SDS sample buffer. The nuclear and whole-cell lysate fractions dissolved in the SDS sample buffer were sonicated with a VP-050 microprobe (TAITEC, Koshigaya, Japan).

### 4.7. Phosphatidic Acid (PA) Measurement

The PA content was measured with a PicoProbe phosphatidic acid assay kit (BioVision, Milpitas, CA, USA) according to the manufacturer’s instructions. Briefly, 10^6^ WT and 10^6^ *Lpin2* knockout cells were harvested and lysed with 1 mL of a PA assay buffer, and their protein concentrations were determined with Bio-Rad protein assay dye. The lipids were extracted by adding 3.75 mL of chloroform/methanol/12 N HCl (2:4:0.1), 1.25 mL of chloroform, and 1.25 mL of 1 M NaCl, vortexing, centrifuging at 3000× *g* for 10 min at RT, and collecting the organic layer. The chloroform was evaporated in the hood for overnight, and the PA was dissolved in 5% (*w/v*) Triton X-100, converted to a fluoresceinated PA intermediate, and quantified by measuring the latter at Ex/Em wavelengths of 535 nm/587 nm in a SpectraMax M2e microplate reader (Molecular Devices LLC).

### 4.8. Luciferase Reporter Assay

Luciferase assay was carried out using the Dual-Glo Luciferase Assay System (Promega, Madison, WI, USA) according to the manufacturer’s instructions. Briefly, control or *Lpin2* knockout RAW-D cells were transfected with pGL4.32[Luc2P/NF-kB-RE] firefly luciferase reporter and pRL-TK renilla luciferase expression plasmids (Promega) at a ratio of 50:1. At 24 h after transfection, cells were stimulated with 200 ng/mL LPS. After 4 h, cells were harvested for evaluating reporter activities. The firefly and renilla luciferase activities were measured in a multimode reader, TriStar2 LB942 (Berthold Technologies, Bad Wildbad, Germany). The values of firefly luciferase activities were normalized with that of renilla luciferase.

### 4.9. Mass Spectrometry

HeLa cells were transfected with pcDNA3-Flag-lipin2. After 36 h, the cells were treated with 10 μM MG132 for 12 h and harvested in an NP-40 cell lysis buffer containing protease and phosphatase inhibitors. Lysate from empty vector-transfected cells was prepared and used as the control IP sample. Five hundred microliters corresponding to 0.5 mg of cell lysate was incubated with 10 μL of anti-Flag antibody-conjugated bead slurry (Sigma-Aldrich Corp) at 4 °C, with gentle rocking for 2 h. The beads were washed twice with 1 mL of an NP-40 washing buffer and twice with TBST. Samples were purified by liquid chromatography/tandem mass spectrometry (LC-MS/MS) as previously described [44] at Kazusa Genome Technologies in the Kazusa DNA Research Institute (Kisarazu, Japan).

### 4.10. Quantification and Statistical Analysis

Data are means ± SD or SEM for ≥3 independent experiments or biological replicates. Between-group differences were analyzed by one-way ANOVA with multiple comparison tests or Student’s *t*-test. Statistical analyses were performed in GraphPad Prism9 (GraphPad Software, San Diego, CA, USA). *P* < 0.05 was considered a statistically significant difference.

## Figures and Tables

**Figure 1:**
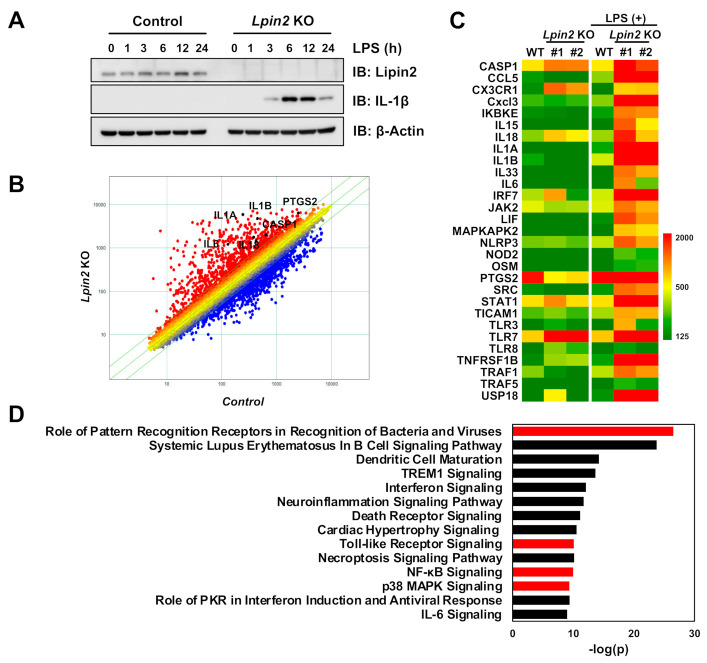
*Lpin2* knockout elicits proinflammatory gene signature in RAW-D macrophages. (**A**) Immunoblot (IB) analysis of whole-cell lysates (WCLs) derived from control and *Lpin2* knockout (KO) RAW-D cells treated with 200 ng/mL lipopolysaccharide (LPS). The cells were harvested for the IB analysis at the indicated time points. Wild-type (WT) cells were used as control. (**B**) Scatterplot comparing gene expression profiles of control (WT) (x-axis) and *Lpin2* KO (y-axis) RAW-D cells treated with 200 ng/mL LPS for 4 h (red, upregulation; blue, downregulation; fold change > 2.0). (**C**) Heatmap of transcription levels of selected inflammation-related genes in control and *Lpin2* KO RAW-D cells (clone #1 and #2) treated with 200 ng/mL LPS for 4 h. (**D**) “Canonical Pathways” analyzed by Qiagen ingenuity pathway analysis software for differentially expressed genes (DEGs) in *Lpin2* KO RAW-D cells (fold change > 2.0) treated with 200 ng/mL LPS for 4 h.

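Of 28 measured genes of the heatmap, 24 were higher in KO cells with LPS and 4 did not pass the test (28 higher when adjusted over the list alone). The paper chose these genes, so their shared direction is not independent evidence. They include Jak2, a kinase of cytokine receptors, with a log2 difference of 2.12 (standard error 0.30, adjusted p = 0.00970). Among those dim in WT cells were the fractalkine receptor Cx3cr1, at least 8.07-fold (adjusted p = 0.000879) higher, the interleukin-6 family cytokines Lif and Osm, at least 16.6-fold (adjusted p = 0.000879) and at least 1.43-fold (adjusted p = 0.00422), the kinase Src, at least 11.1-fold (adjusted p = 0.000809), and Traf5, at least 1.07-fold (adjusted p = 0.00109). Without LPS, 5 of the 28 genes were already higher in KO cells and 6 were lower. Cx3cr1 was among the higher ones, by a log2 of 4.99 to 5.50 without a bound over 14 alternatives. Its LPS response did not pass the test of the difference between KO and WT cells. The 4 genes that did not pass were Irf7, the master regulator of type I interferon genes, with a log2 difference of 6.39 (standard error 1.92, adjusted p = 0.101), Il18 with 2.64 (standard error 0.68, adjusted p = 0.0654), Usp18 with at least 104-fold (adjusted p = 0.0516) and Il6 with at least 7.09-fold (adjusted p = 0.0968). With the clone as a block all 4 passed (adjusted p = 0.00424, 0.00310, 0.00180 and 0.0265). These p leave out the difference between the clones, whose SD with LPS was 1.80 for Il6 and 1.22 for Il18 on the log2 scale. Over 14 other settings the adjusted p of these 4 genes ranged from 0.000483 to 0.693. The log2 difference of Il6 was 1.89 without LPS-treated clone #1 and 4.44 without LPS-treated clone #2. Its fold bound therefore holds for the mean of the 2 clones and not for each. Tlr8 was dim in both genotypes with LPS. By the rule of fold change over 2 without a test, the mean of the 2 clones was higher than the WT array for 1052 genes and lower for 1353. Clone #1 alone gave 1165 and 1570, and clone #2 alone 1028 and 1226. Both clones passed in 850 genes up and 1091 down, and 3 genes passed in opposite directions. Across genes the differences of the 2 clones had a Pearson r of 0.919, where simulated clones that do not differ from WT gave 0.499, since both are set against the same WT array; genes are not independent replicates.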

**Figure 2:**
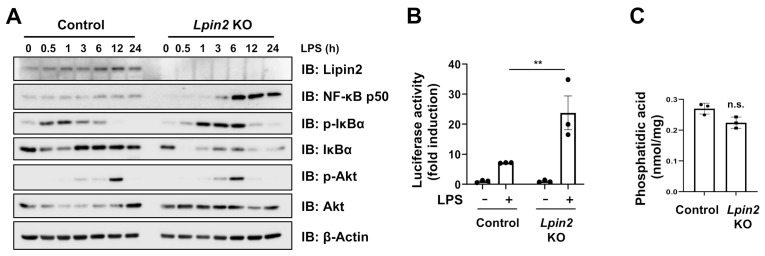
*Lpin2* knockout induces NF-κB signaling in RAW-D macrophages. (**A**) IB analysis of WCLs derived from control and *Lpin2* KO RAW-D cells treated with 200 ng/mL LPS. The cells were harvested for IB analysis at the indicated time points. (**B**) A luciferase reporter assay showing relative NF-κB activity in control and *Lpin2* KO RAW-D cells with or without 200 ng/mL LPS treatment for 4 h. Data are means ± SD (*n* = 3). ** *P* < 0.01; not significant, One-way ANOVA followed by multiple comparisons test. (**C**) Quantification of intracellular phosphatidic acid (PA) in control (WT) and *Lpin2* KO RAW-D cells. Data are means ± SD (*n* = 3), n.s., not significant, Student’s *t*-test.

**Figure 3:**
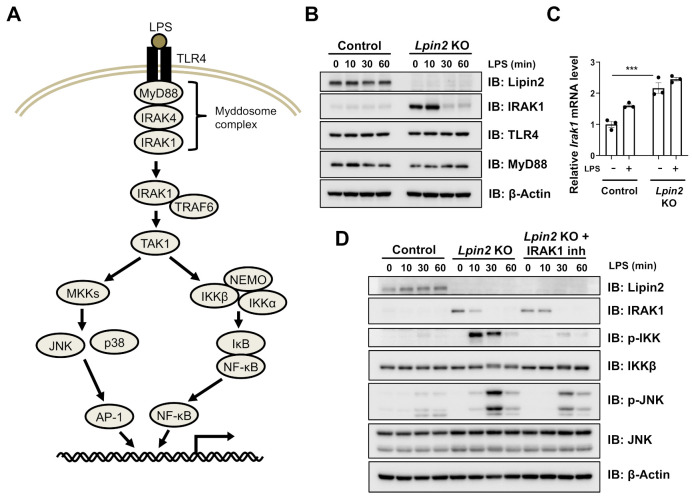
Elevated IRAK signaling induces downstream pathways in *Lpin2* knockout RAW-D cells. (**A**) A scheme of the TLR4 signaling pathway. (**B**) IB analysis of WCLs derived from control (WT) and *Lpin2* KO RAW-D cells treated with 200 ng/mL LPS. The cells were harvested for IB analysis at the indicated time points. (**C**) RT-PCR was performed to determine relative *Irak1* mRNA expression in control and *Lpin2* KO RAW-D cells treated with 200 ng/mL LPS for 4 h. *Gapdh* was used for normalization. Data are means ± SEM (*n* = 3). *** *P* < 0.001, One-way ANOVA followed by multiple comparison test. (**D**) IB analysis of WCLs derived from control and *Lpin2* KO RAW-D cells treated with 200 ng/mL LPS. Cells were treated with either DMSO or 10 µM IRAK inhibitor IRAK1/4 as indicated for 1 h before LPS treatment. The cells were harvested for IB analysis at the indicated time points.

**Figure 4:**
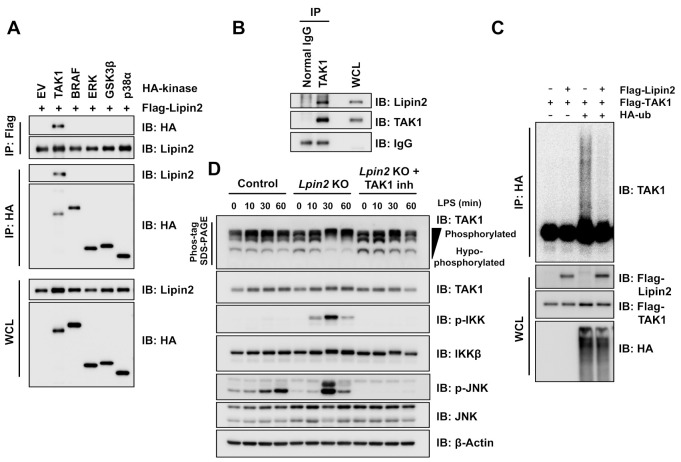
Elevated TAK1 activity induces downstream pathways in *Lpin2* knockout RAW-D cells. (**A**) IB analysis of WCLs and anti-Flag/anti-HA IPs derived from 293T cells transfected with the indicated expression plasmids. At 48 h after transfection, the cells were harvested for IP. (**B**) IB analysis of WCLs and anti-TAK1 IPs derived from RAW-D cells. Normal mouse IgG was used as control IP. (**C**) In-cell TAK1 ubiquitination assay. IB analysis of WCLs and anti-HA IPs derived from 293T cells transfected with the indicated expression plasmids. At 36 h after transfection, the cells were pretreated with 15 µM MG132 proteasome inhibitor for 12 h before harvesting. (**D**) IB analysis of WCLs derived from control (WT) and *Lpin2* KO RAW-D cells treated with 200 ng/mL LPS. Cells were pretreated with DMSO or 1 µM 5Z-7-oxozeaenol TAK1 inhibitor as indicated for 1 h before LPS treatment. The cells were harvested for IB analysis at the indicated time points. For enhanced electrophoretic separation of phosphorylated TAK1 species, the WCLs were resolved by Phos-tag SDS-PAGE as indicated.

**Figure 5:**
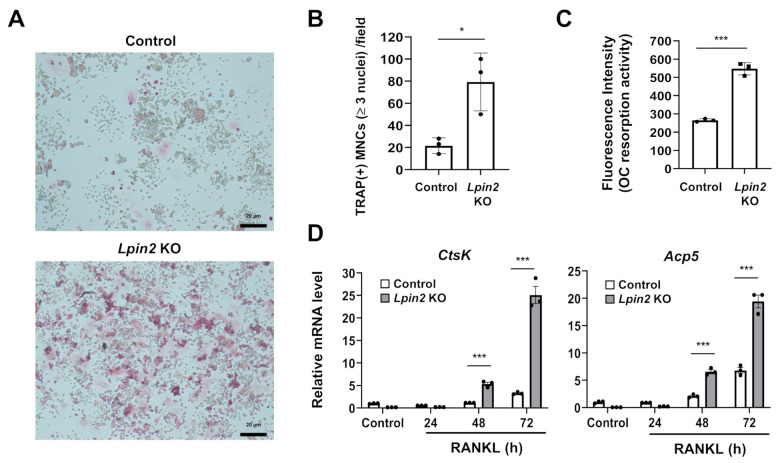
Lipin2 deficiency promotes RANKL-mediated osteoclast formation in RAW-D cells. (**A**) Tartrate-resistant acid phosphatase (TRAP) staining of multinuclear cells (MNCs). Control (WT) and *Lpin2* KO RAW-D cells were cultured in the presence of 50 ng/mL RANKL for 3 d and fixed for staining. Scale bar, 20 μm. Magnification, 50×. (**B**) TRAP-positive MNCs with ≥3 nuclei were counted for each group. Data are means ± SD (*n* = 3). * *P* < 0.05, Student’s *t*-test. (**C**) Quantification of osteoclastic (OC) resorption activity. Control and *Lpin2* KO RAW-D cells were cultured in fluoresceinated calcium phosphate-coated plates in the presence of 100 ng/mL RANKL for 3 d. OC resorption activity was evaluated by measuring fluorescence intensity in conditioned medium. Data are means ± SD (*n* = 3). *** *P* < 0.001, Student’s *t*-test. (**D**) RT-PCR was performed to determine relative mRNA expression levels of the osteoclastic marker genes *Ctsk* and *Acp5* in control and *Lpin2* KO RAW-D cells treated with 50 ng/mL RANKL. The cells were harvested for RNA extraction at the indicated time points. *Gapdh* was used for normalization. Data are means ± SEM (*n* = 3). *** *P* < 0.001. One-way ANOVA followed by the multiple comparisons test.

**Figure 6:**
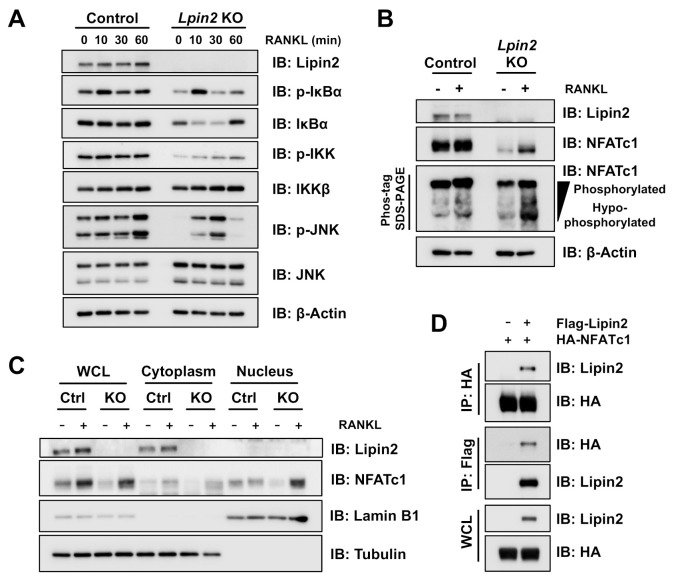
Lipin2 negatively regulates NFATc1 nuclear translocation in RAW-D cells. (**A**) IB analysis of WCLs derived from control (WT) and *Lpin2* KO RAW-D cells treated with 50 ng/mL RANKL. The cells were harvested for IB analysis at the indicated time points. (**B**) IB analysis of WCLs derived from control and *Lpin2* KO RAW-D cells treated with 50 ng/mL RANKL for 24 h. The cells were harvested for IB analysis at the indicated time points. For enhanced electrophoretic separation of phosphorylated NFATc1 species, the WCLs were resolved by Phos-tag SDS-PAGE as indicated. (**C**) IB analysis of WCL, cytoplasmic, and nuclear fractions derived from control (Ctrl) and *Lpin2* KO RAW-D cells treated with 50 ng/mL RANKL for 24 h. Tubulin and Lamin B1 are shown as markers of cytoplasm and nucleus, respectively. (**D**) IB analysis of WCLs and anti-HA/anti-Flag IPs derived from 293T cells transfected with the indicated expression plasmids.

## Data Availability

Microarray data was deposited in the GEO database (GSE166741).

How the deposited data were processed for this re-analysis (not part of the article)

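Total RNA of RAW-D cells, a mouse macrophage line that can form osteoclasts, was measured on 6 mouse Clariom S arrays. WT cells and Lpin2 KO clones #1 and #2 were each measured untreated and after 200 ng/mL LPS for 4 h, with 1 array per culture. The samples were grouped by genotype and treatment as their labels give them. The authors made the deposited log2 values from the scanned arrays with RMA in Expression Console, which includes background correction, quantile normalization and a summary of the probes, and the version of the software is not given in the sources used here. The label of 1 array, untreated WT cells, names a gene-level summary where the other 5 name an exon-level summary. The scanned images were not used here.

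The table held 28846 values per array, of which 22206 belong to probe sets of genes, 5222 to negative control probes and 1324 to positive control probes. A symbol was taken from the array's annotation for 19572 probe sets, and 2634 had none. Where several probe sets shared a symbol (55 genes), the one with the highest mean was kept, so 19505 genes were tested. Among genes the paper names, Irak1, Irak4, Chuk, Nfkb1 and Srebf1 had no probe set with a symbol, and 1 further item is not reported here. The signal of a gene was called dim in a group when no array of the group exceeded the 95th percentile of the negative control probes of that array. Against a dim group, a fold was given as a lower bound with that percentile in place of the signal.

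The arrays were compared with limma 3.58.1 in R 4.3.3, with 1 mean per group, empirical Bayes moderation (2 residual and 3.83 prior degrees of freedom) and the Benjamini-Hochberg adjustment over all genes at a threshold of 0.05. The contrasts were KO against WT with LPS, KO against WT untreated, LPS against untreated in KO and in WT, and the difference between the 2 responses. As the clones were measured in both treatments, a fit with the clone as a block (1 residual degree of freedom) was also made. For KO against WT, this block takes the difference between the clones out of the error, so its p does not cover variation between clones. Deviations from the group mean had a correlation across genes of 0.222 between the treatments of a clone, and both treatments of a number come from the same clone, so the numbers pair the samples. The fit without the block, set before the data were examined, was kept as main. Genes over 2-fold, the rule of the paper, were counted without a test.

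Before the data were examined, 24 gene lists were written from textbook knowledge: pattern recognition receptors, TLR signaling, NF-κB, p38 MAP kinase, cytokines, chemokines, interferon-stimulated genes, inflammasome, feedback inhibitors, prostaglandin and nitric oxide synthesis, antigen presentation, osteoclast genes, glycerolipid synthesis, cholesterol synthesis, cell cycle, p53 targets, unfolded protein response, glycolysis, macrophage identity, alternative activation, and markers of dendritic cells, of neutrophils and mast cells, of lymphocytes and of fibroblasts and epithelium. Each was tested with limma's camera at a preset correlation of 0.01, two-sided and adjusted over the lists, with an estimated correlation and limma's fry as alternatives. With an estimated correlation, camera uses the 2 residual degrees of freedom of the fit, so few lists can pass. A one-sided Fisher's exact test of the genes over 2-fold against all 19505 genes stood in for IPA. The genes named are those the paper names or shows in Fig. 1B,C, the 12 with the largest differences up and down with LPS among those that passed the test and were over 2-fold in the same direction in both clones, the 6 with the largest differences up and down for each of the other contrasts (for LPS in WT cells without the threshold, as no gene passed it), and up to 4 per list; other genes, such as those lower in a list of mostly higher genes, were chosen after their values were seen. The alternatives were the block, each KO array left out, other normalizations, filters on low signals, an intensity trend, robust moderation, other thresholds, 3 arrays per treatment alone and the test of the methods section.

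The steps were tested on simulated data with the spread of the KO arrays. Of genes changed by 1, 2 and 4 on the log2 scale, 29.0%, 98.4% and 99.8% were called, and 11.1% of the calls were false. Left out were the IPA scores, which cannot be repeated with the software at hand, the qPCR, immunoblot and reporter data, and the probe sets without a symbol.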

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

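The tests of explanations for the 3 patterns below, and the histone genes as a set, were chosen after the results were seen; the test of the difference in LPS response was set before the data were examined.

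The WT array with LPS differed over 2-fold from the untreated WT array in 144 genes, and the LPS response differed between KO and WT cells in 641 (162 and 185 without untreated clone #1 or #2, 1175 without LPS-treated clone #2, and 1078 with the clone as a block). That WT cells were as activated before LPS as KO cells with it is argued against as the whole cause: over the 882 genes that passed the test and rose over 2-fold with LPS in KO cells, untreated WT cells exceeded untreated KO cells by a median log2 of 0.39, where LPS raised KO cells by 1.79. That the WT culture received no LPS stays open. Its median change over these genes was 0.14, and the 2 untreated clones differed by 0.13. Acod1 and Cxcl2 were higher by 2.93 and 2.48 on the WT array with LPS when adjusted over the list alone. Of the 85 genes over 2-fold higher on that array, 30 were among the 882. Of 139 genes over 2-fold higher in untreated clone #1 than in clone #2, 50 were, and 7 of 93 in the opposite direction. However, 38 of 56 interferon-stimulated genes were over 2-fold higher in untreated clone #1, and 40 of the 56 rose with LPS in KO cells. On the WT array with LPS, 5 of the 56 were over 2-fold higher. The clone counts are therefore not a neutral background for the WT array with LPS. Cytokines, chemokines and feedback inhibitors were higher on it by the camera test (adjusted p = 0.0137, 0.000333 and 0.0137, but 0.754, 0.539 and 0.539 with an estimated correlation) and exceeded 99.7%, 99.95% and 96.6% of random lists of like signal, where the difference between the untreated clones exceeded 97.2%, 60.7% and 1.99%, and interferon-stimulated genes exceeded all random lists in both comparisons. A lower Tlr4 transcript in untreated WT cells (WT minus KO -3.20 on the log2 scale) cannot be told apart from the other differences of genotype, because no WT culture with more Tlr4 was measured. On these arrays alone, an effect of Lpin2 on the response is also open. The paper concludes such an effect from the arrays together with other experiments.

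Without LPS, which the paper's figures of the arrays do not show, 840 genes differed between KO and WT cells, 422 higher and 418 lower (214 without untreated clone #1, 222 without untreated clone #2, 1184 without LPS-treated clone #1 or #2 and 1339 with the clone as a block). Chance values of the untreated WT array are argued against as the whole cause, since the untreated difference of 1 clone and the LPS difference of the other clone, which share no array, had a correlation across genes of 0.422 or 0.353; genes are not independent replicates. Another summarization of that array is argued against as well, since it differed over 2-fold from the WT array with LPS in 144 genes and from the mean of the untreated clones in 1473. Another difference between the WT culture and both clones, such as transfection, selection with puromycin or passage, cannot be told apart from the loss of Lpin2, because no WT clone taken through the same steps was measured.

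Histone genes that cells use during DNA synthesis fell with LPS in KO cells: 50 of 53 measured (51 when adjusted over the list alone), with a median log2 change of -3.38, or -3.02 with dim genes at their bound, and near-identical members can share probes. The 3 other normalizations started from values that RMA had already quantile-normalized, and under them the median nearest to 0 was -3.35. This argues against a remaining shift of whole arrays as the cause, but the authors' own normalization was not tested. Fewer cells making DNA is a candidate explanation: 31 of 32 cell cycle genes fell with LPS in KO cells as well, with a median of -2.27 or -1.86 with dim genes at their bound. In WT cells limma called 0 histone genes at a median of -0.15 (0 at an unadjusted p under 0.05), and 47 fell more in KO cells by the test of the difference (49 when adjusted over the list alone).

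Other results stood out by the test of the difference in response or in data the paper does not discuss. The chemokines Ccl22 and Ccl5 rose more in KO cells (adjusted p of the difference 0.00110 for each), as did Il1a and Serpinb2 (0.00111 for each), Tnc (0.00605) and Il1b (0.0113). Untreated, Ccl22, Ccl5, Il1a and Il1b were lower in KO cells, so part of each difference lies in the untreated level. Over 14 alternatives their untreated log2 differences were -1.605, -1.876, -2.84 and -2.66 or lower. Ccl22 and Il1a were dim in untreated KO cells. The linker histones H1f5, H1f3, H1f2 and H1f1 fell more in KO cells (adjusted p of the difference 0.00434, 0.00818, 0.00859 and 0.00739), as did the prostaglandin D synthase Hpgds (0.00739) and Ypel3 (0.0179). Of the 28 measured genes of Fig. 1C, 18 rose more in KO cells (20 more and 1 less when adjusted over the list alone, and 21 with the clone as a block). Of the 24 lists, 15 differed in response by the camera test, and 0 with an estimated correlation (adjusted p at least 0.181 with an estimated correlation). Of the 32 cell cycle genes, 20 fell more with LPS in KO cells than in WT cells (29 when adjusted over the list alone), and 32 were lower in KO cells with LPS. Without LPS, 13 of 27 macrophage identity genes were higher in KO cells (16 when adjusted over the list alone).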

How the results depend on the processing

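The alternatives were set before the data were examined, and the threshold was an adjusted p under 0.05. Named genes and tests of the lists, each in a contrast, made 515 results, and 0 reversed under any alternative where either value passed. That count of 0 is partly fixed in advance and is weak evidence of stability. The one-sided Fisher's exact tests among these results have a fixed direction and cannot reverse. Many alternatives also leave the log2 difference of a gene as it is. For Il1a, Il1b, Il6, Il18, Casp1 and Ptgs2 with LPS, 9 of 14 alternatives did so, and these could not reverse it. Over all alternatives 5321 values of genes and list tests stayed on their side of the threshold, some that did not pass with a change of sign. Another 385 lost and 189 gained the threshold. Of the summary values, 120 stayed close to the value reported and 34 did not. Close meant within 1.5 times it, or, for Lpin2 on each array, a shift smaller than the SD between the clones. With 1 array left out, the genes changed ranged from 214 to 1184 untreated, from 1485 to 3064 for LPS in KO cells and from 162 to 1175 for the difference in response. Fewer arrays leave fewer degrees of freedom, and beyond that the cause was not tested. With the clone as a block there were 1339 untreated and 1078 for the difference in response; with an intensity trend 1270 untreated and 1 for LPS in WT cells; with a trend and robust moderation 1437 and 2; the cause was not tested. The block took the threshold from 0 named genes and gave it to 12 with LPS, 19 untreated and 4 for the difference. For KO against WT, its p leaves out variation between clones. Without adjustment (p under 0.05 from limma) there were 4748 with LPS, 3904 untreated, 5453 for LPS in KO cells, 658 for LPS in WT cells and 3261 for the difference. A 2-fold minimum beside the adjusted p left 2155 for LPS in KO cells. The methods' test, run per gene on 3 arrays, gave 1785 untreated without adjustment, and with adjustment 0 with LPS and 3 untreated; its single degree of freedom takes no spread from other genes. Counts at 1.5-fold and 4-fold were 4723 and 898 with LPS, and 3861 and 357 untreated. With an estimated correlation, which leaves camera the 2 residual degrees of freedom, it called 0 lists in each of the 5 contrasts. Fry, which tests whether a list moves one way rather than against other genes, called 15 with LPS and 0 untreated. It called 12 for LPS in KO cells, 0 for LPS in WT cells and 9 for the difference. Signal over background limits the folds: from 28.7% to 31.4% of genes exceeded the negative controls on an array, and a bound is given for those that were dim in 1 group.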

Differences from the paper's values

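For 4 genes labelled in the scatterplot of LPS-treated cells, the log2 difference between KO and WT cells was larger here than in the paper. A value was called different when its sign was opposite or its gap exceeded the SD between the 2 LPS-treated clones. That SD was 0.17 for Il1a, 0.03 for Il1b, 0.37 for Casp1 and 0.08 for Ptgs2. The rule includes no error for reading the figure by eye. The alternatives were set before the data were examined, and the change of log base was tried after the values were seen. For Il1a, the paper's value is about 4.6 in Fig. 1B, read by eye, and the value here is 7.37, which 9 of 14 alternatives leave as it is; the other 5 gave 7.25 to 7.50, all different from the paper's value. For Il1b, the paper's value is about 3.4 in Fig. 1B, read by eye, and the value here is 5.73, which 9 of 14 alternatives leave as it is; the other 5 gave 5.71 to 5.86, all different from the paper's value. For Casp1, the paper's value is about 1.6 in Fig. 1B, read by eye, and the value here is 2.43, which 9 of 14 alternatives leave as it is; the other 5 gave 2.16 to 2.69, all different from the paper's value. For Ptgs2, the paper's value is about 1.3 in Fig. 1B, read by eye, and the value here is 2.44, which 9 of 14 alternatives leave as it is; the other 5 gave 2.38 to 2.55, all different from the paper's value. In natural logs the 4 values here would be nearer to the paper's, 5.11, 3.97, 1.68 and 1.69 in that order. By the same rule, with the SD in natural logs, Casp1 alone would no longer differ. Without an error for reading by eye, this does not decide the log base. The axes of the figure are signals, and the paper's values are log2 ratios of them. The figure's legend does not state which KO clone it shows, and the values here are means of both clones. For 2 other labelled genes the clones were too far apart for a comparison: Il6, at least 7.09-fold higher and dim in WT cells, and Il18, higher by 2.64, had a standard deviation between LPS-treated clones of 1.80 and 1.22 on the log2 scale. The log2 difference of Il6 without a bound ranged from 1.89 to 4.44 over the alternatives and differed from the paper's in 0 of 14. The value of Il18 ranged from 1.78 to 3.50 over the alternatives and differed from the paper's in 1 of 14, without LPS-treated clone #2. The direction is the same for all 6 genes. Of the 28 measured genes of Fig. 1C, 28 had the higher mean in KO cells with LPS, as the paper shows.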

Other observations

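The comparisons of the 2 clones were chosen after the result was seen; the lists were set before the data were examined. Genes of macrophage identity and function outside inflammation also differed between KO and WT cells with LPS. Of 27 macrophage identity genes, 9 were higher and 0 lower (18 and 0 when adjusted over the list alone), with Adgre1, an adhesion receptor of macrophages, higher by 1.97 (standard error 0.19, adjusted p = 0.00285) and Mpeg1, a pore-forming protein of phagocytes, at least 13.3-fold (adjusted p = 0.00765). Of 22 alternative activation genes, 9 were higher and 0 lower (10 and 0 when adjusted over the list alone), among them the mannose receptor Mrc1, at least 3.03-fold (adjusted p = 0.00230). Of 38 osteoclast genes, 12 were higher and 3 lower (16 and 3 when adjusted over the list alone). The integrin Itgav was higher by 3.27 (standard error 0.25, adjusted p = 0.00146) and the transcription factor Mitf by 2.05 (standard error 0.23, adjusted p = 0.00450), the AP-1 subunit Fosl2 and Tnfrsf11a were lower, by log2 differences of -1.39 and -0.91, and Mmp9, also lower, was dim in both groups. The osteoclast genes of the paper Ctsk, Acp5 and Nfatc1 differed by -0.22, -0.42 and -0.70 (adjusted p = 0.922, 0.648 and 0.289) and did not pass the test. The paper measured Ctsk and Acp5 mRNA and NFATc1 protein after RANKL, which the cultures of the arrays did not receive, so the values are not comparable. Of 24 genes of the unfolded protein response, 5 were higher and 0 lower (12 and 0 when adjusted over the list alone). The chaperones Dnajb9 and Dnajc3 were higher by 1.93 and 1.13, Creld2 by 1.07 and the ubiquitin ligase Syvn1 by 1.02, and Ppp1r15a was dim in both groups (all 5 chosen after the values were seen). Of the genes that passed in these 4 lists, 1, 5, 2 and 1 were dim in both groups, as were 17 of the 22 alternative activation genes overall. The camera test gave adjusted p = 3.04e-09, 2.80e-06, 0.000361 and 1.93e-05 for these 4 lists in that order, and 0.175, 0.169, 0.169 and 0.169 (adjusted p) with an estimated correlation.

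With LPS, of 24 genes of glycolysis and hypoxia, 1 was higher and 5 lower (3 and 5 when adjusted over the list alone, 2 and 5 with the clone as a block) in KO cells. Pfkfb3, which raises glycolytic flux, was at least 9.73-fold (adjusted p = 0.000879) higher, and the lower genes were hexokinase 1 (Hk1), Pfkl, Tpi1, the lactate transporter Slc16a3 and the kinase Pdk1, with log2 differences of -1.06, -0.96, -1.02, -1.62 and -1.71 (chosen after the values were seen). Of 40 genes of lipins and glycerolipid synthesis, 2 were higher and 2 lower (7 and 5 when adjusted over the list alone, 6 and 3 with the clone as a block). The phosphatase Plpp5 was higher by 1.55 (standard error 0.29, adjusted p = 0.0231), Cds2, which makes CDP-diacylglycerol, differed by -1.24 (standard error 0.25, adjusted p = 0.0305), and Dgka (higher) and Dgkd (lower) were dim in both groups. Of 20 genes of cholesterol synthesis, limma called 0 in either direction, also when adjusted over the list alone, and 3 had an unadjusted p under 0.05; with the clone as a block 1 was higher (Insig1, adjusted p = 0.00621). Of 24 p53 targets, 4 were higher and 0 lower (5 and 2 when adjusted over the list alone, 6 and 2 with the clone as a block), namely the p53 inhibitor Mdm2 by 1.70 (standard error 0.19, adjusted p = 0.00466), the autophagy gene Dram1 by 1.90 (standard error 0.25, adjusted p = 0.00729), the death receptor Fas at least 3.82-fold (adjusted p = 0.00132) and Plk2, which was dim in both groups. By the camera test the adjusted p of these 4 lists were 0.434, 0.0442, 0.857 and 0.312 in that order, and for the glycerolipid list 0.264 (adjusted p) with an estimated correlation.

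With LPS, of 14 dendritic cell markers, 12 were dim in both genotypes and 1 in 1 genotype. Of the 14, 2 were higher and 0 lower (4 and 0 when adjusted over the list alone), the integrin Itgax at least 1.24-fold (adjusted p = 0.00123) and Ccr9, which was dim in both groups. Every gene of the lists of 17 neutrophil and mast cell, 19 lymphocyte and 19 fibroblast and epithelial markers was dim in both genotypes with LPS; limma called 0, 0 and 1 of them (Dcn, lower in KO cells), and 2, 1 and 3 had an unadjusted p under 0.05. Adjusted over the list alone the counts were 0, 0 and 1. The camera test gave adjusted p = 0.00358 for dendritic cell markers (adjusted p = 0.247 with an estimated correlation), and 0.689, 0.755 and 0.951 for the other 3 lists.

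Without LPS, of 27 macrophage identity genes, 13 were higher and 0 lower (16 and 0 when adjusted over the list alone) in KO cells. Csf1r, the receptor of the growth factor CSF-1, was higher by 1.25 (standard error 0.21, adjusted p = 0.0359), Adgre1 by 2.52 (standard error 0.19, adjusted p = 0.00351), lysozyme (Lyz1) by 3.53 (standard error 0.42, adjusted p = 0.0144) and the transcription factor Cebpa at least 2.94-fold (adjusted p = 0.00861). The camera test of the identity list gave adjusted p = 9.42e-11 (adjusted p = 0.628 with an estimated correlation). Of 37 pattern recognition receptors, 8 were higher and 0 lower (14 and 0 when adjusted over the list alone, 15 and 0 with the clone as a block), with Tlr7 higher by 3.42 (standard error 0.33, adjusted p = 0.00699). Of 28 cytokines, 0 were higher and 7 lower (0 and 7 when adjusted over the list alone, 1 and 7 with the clone as a block), with Tnf at a difference of -2.12 (standard error 0.19, adjusted p = 0.00544), and of 30 feedback inhibitors, 1 was higher and 9 lower (6 and 11 when adjusted over the list alone, 3 and 11 with the clone as a block), with the ribonuclease Zc3h12a at least 7.45-fold (adjusted p = 0.00196) lower. Of the genes that passed, 3 cytokines and 1 feedback inhibitor were dim in both groups. By the camera test the adjusted p was 4.25e-09 for the receptors, 0.00921 for cytokines (0.628 and 0.628, adjusted p, with an estimated correlation) and 0.0859 for feedback inhibitors, which as a list did not pass. Of 32 cell cycle genes, 0 were higher and 2 lower (0 and 17 when adjusted over the list alone, 0 and 4 with the clone as a block), namely Cdc20 and Bub1, with -1.62 and -1.13. Of 56 interferon-stimulated genes, limma called 0, also when adjusted over the list alone, 7 had an unadjusted p under 0.05, and 17 were higher with the clone as a block; 26 were over 2-fold higher and 1 lower without a test. By the camera test cell cycle genes were shifted down and interferon-stimulated genes up (adjusted p = 6.13e-11 and 0.000470), and neither passed with an estimated correlation (adjusted p = 0.628 and 0.760 with an estimated correlation). The lists of inflammasomes and of alternative activation were shifted up as well (adjusted p = 4.20e-05 and 0.0141; 0.628 and 0.628, adjusted p, with an estimated correlation). The largest differences up were dim in WT cells, among them the growth factor Igf1, at least 45.9-fold (adjusted p = 0.00597) higher, the amino acid transporter Slc7a8, at least 36.6-fold (adjusted p = 0.000698), and the fatty acid binding Fabp7, at least 22.2-fold (adjusted p = 0.0163), and among the largest down Cd80 was at least 27.0-fold (adjusted p = 0.00125) lower and Lta at least 29.6-fold (adjusted p = 0.0104). Over 2-fold without a test, 749 genes were higher and 724 lower, and 585 and 555 in both clones.

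The 2 clones were compared on 3 lists. Among interferon-stimulated genes, clone #1 had the higher signal for 53 of 56 genes untreated, by a median log2 of 1.42, a value above that of all 10000 random lists of genes of like signal, and with LPS for 55, by a median above that of all random lists as well. Among 32 cell cycle genes, clone #1 had the higher signal for 32 untreated, by a median log2 of 0.23 (above 99.96% of random lists), and for 7 with LPS, at a median of -0.30 (above 0%). Of 28 cytokines, it had the higher signal for 18 untreated and 19 with LPS, at medians of 0.14 and 0.20 (above 96.8% and 99.94%; the random lists were drawn apart from those of the WT comparison). Each clone has 1 array per treatment, so a difference between clones cannot be separated from a difference between arrays.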
